A study of Mus musculus with 2 samples. Its data were reported in "Inherent tissue homeostasis of the juvenile metaphysis provides a foundation for osteosarcoma development" (2026).

How the data were processed

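Cells came from the metaphyses of distal femurs and proximal tibias of 3-week-old mice that carried CreERT2 in the 3′ untranslated region of Cdkn1a and a membrane tdTomato to membrane EGFP switch allele, 48 hours after 1 mg tamoxifen. Per the labels, cells negative for CD31, CD45 and TER119 were sorted and loaded on a droplet controller with 3′ chemistry (v3.1 kit). The submitters' processing notes name Cell Ranger 7.2.0 and the mm10 build. The deposited values were raw UMI counts per gene and barcode, in the filtered matrices of cells that the authors' software called, with introns not counted and with sequences for tdTomato, EGFP and CreERT2 added to the reference. The matrices held 32288 features. No cell annotation was used, since none was among the files read here.

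The study's limits were applied to the deposited counts: more than 1500 genes, 5000 to 75000 UMIs and under 20% mitochondrial UMIs. They left 1692 of 3191 barcodes in replicate 1 and 1124 of 2172 in replicate 2. The study removed doublets with DoubletFinder, which was not used here. Barcodes were instead ranked by Scrublet score (scanpy 1.11.5) and the top 0.8% per 1000 barcodes were removed, 23 and 10, because Scrublet's automatic threshold marked only 3 and 2. The cells kept had a median of 16526 UMIs and 4621 genes in replicate 1 and 15759.5 UMIs and 4521 genes in replicate 2.

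Clusters were rebuilt with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3: each library was normalised by SCTransform (without the glmGamPoi package), libraries were integrated by canonical correlation analysis, and Louvain clustering used 50 components at resolution 0.5. A total of 235 features, namely the genes of the tested lists, the reporter transcripts and mitochondrial genes, were left out of the clustering so that they could be compared between clusters. The 10 clusters were named from markers fixed before the data were examined, as were the comparisons, gene lists, rule for named genes and most of the alternatives. The osteoblast lineage joined clusters named osteoblast-like and metaphyseal progenitor-like. A difference from the study may come from these rebuilt names.

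Cells are not replicates, so raw counts were summed per library and class and tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM normalisation, low-count filter, library as a block) with Benjamini-Hochberg adjustment at 0.05. Classes of at least 20 cells in each library shared 1 fit, with 10 sums and 4 residual degrees of freedom between libraries. Slopes were fitted on sums per library and bin of the sorting gene (cells with 0 UMIs, then terciles of the rest). For shares, cycling cells and detection, each cell was thinned to 5000 UMIs, and no kept cell was shallower. A cell was called cycling with at least 3 UMIs over the mitosis list, and a transcript was called detected with at least 1 UMI. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and again with an estimated correlation. Between classes or clusters, lists were compared only with genes outside the clustering features. This took the most variable genes out of the comparison set but not out of the lists, which favours small p there. Shares have exact Clopper-Pearson 95% intervals and CPM values have exact Poisson intervals, both for counting error only. The edgeR steps were tested on simulated data with known changes. In the class contrast 73% of genes changed 2-fold and 96% of those changed 4-fold were recovered. The cycling contrast gave 35% and 81%, and CreERT2 detection 45% and 88%. For slopes the simulated change was 2-fold or 4-fold per bin, with 92% and 100% recovered along Cebpb and 78% and 94% along Col1a1. Smaller slopes were not simulated. False calls were 19 of 188 calls in the class contrast, 18 of 210 along Cebpb and 10 of 182 along Col1a1. They were 6 of 122 in the cycling contrast, 14 of 147 with CreERT2 detection and 4 of 59 with Cdkn1a detection. Coordinates came from an mm10 gene annotation matched on gene identifiers.

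Named genes were the p21, p53, Hedgehog and marker genes of the comparisons and the reporter transcripts, the 10 largest rises and falls per contrast among genes with an adjusted p under 0.05, the same direction in both libraries and a mean of at least 50 CPM, and the 4 members of smallest p per list. Outside the class contrast, genes of the first kind that missed the threshold are not named unless they answer a comparison. That narrowing was chosen after their values, and the changes of sign among them, were seen. They gave 120 values, and of 1683 values under an alternative 120 had another sign and 48 passed the threshold. Values of 3 single genes are not reported here. In the cycling contrast the thinned sums left Cdkn1a below the low-count filter, so it is given as a value with no test, and sums of unthinned UMIs were added as an alternative. Because the files held about 10 times more CreERT2 than Cdkn1a UMIs, CreERT2 was read beside Cdkn1a throughout.

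The alternatives fixed at that point were other limits on cells, no doublet removal, all genes as clustering features, no integration, resolutions of 0.3 and 1.0, DESeq2 1.42.0 or its size factors in place of edgeR's, no low-count filter, no library block, each library left out, 2 bins, other cycling and detection calls, no thinning, and progenitor-like cells kept apart. Alternatives added after the data were seen left out the stromal cluster led by Ccl2, took in the Col10a1-led cluster, left out the bin of cells with 0 UMIs, or summed unthinned UMIs.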

Results

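Single-cell transcriptomes were collected from the metaphysis, the flared part of a long bone next to the growth plate, of 3-week-old p21 reporter mice. In these mice a tamoxifen-activated recombinase, CreERT2, was placed behind the coding sequence of Cdkn1a, the gene of the cell cycle inhibitor p21, and a second allele switches from membrane tdTomato to membrane EGFP after recombination. A single dose of 1 mg tamoxifen was given 48 hours before the cells were collected. The series held 1 group of 2 libraries, named here replicate 1 and replicate 2, so every comparison was made between cell classes or cell states within them. Replicate 1 held 3191 barcodes and 115512480 UMIs (unique molecular identifiers, 1 per captured transcript), and replicate 2 held 2172 barcodes and 84803245 UMIs. The study calls its single-cell libraries biological replicates, and the labels did not say whether they came from separate animals. The p-values between classes, clusters or states thus measured the spread between these libraries only, which may be technical. Those of slopes also measured departures from a straight line over the bins, so a slope can miss the threshold although the libraries agree. The libraries differed beyond the counting noise of UMIs, with a chi-square per gene of 12.7 in osteoblast-lineage and 10.3 in stromal-like cells. That measure leaves out differences between cells and in the mix of clusters, so it cannot tell a library effect from the sampling of cells.

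The quality limits left 1669 cells of replicate 1 and 1114 of replicate 2, in 10 clusters. Stromal-like cells formed the largest class, in 3 clusters of which stromal cluster 0 was led by Cxcl12, the adipokine Adipoq and the lipase Lpl, with 51.7% of replicate 1 (exact 95% interval 49.3 to 54.1) and 60.1% of replicate 2 (57.1 to 62.9). The osteoblast lineage took 27.1% (25 to 29.3) and 19.5% (17.2 to 21.9), a mean of 23.3% ± 5.42 (SD, n = 2). It joined osteoblast-like cells, led by the bone matrix genes Bglap and Col1a1, with progenitor-like cells, led by Mmp9 and Postn. Erythroid-like cells made up 12.3% ± 0.540, chondrocyte-like cells 2.99% ± 0.336, pericyte-like cells 3.25% ± 0.357 and endothelial-like cells 1.38% ± 0.171 (SD, n = 2 each). A further cluster of 20 and 6 cells, led by the hypertrophic cartilage collagen Col10a1 and by Spp1 and Dmp1 of the osteoblast list, was left unnamed. The sort excluded cells with CD31, CD45 or TER119, and the UMI limits removed deeply sequenced barcodes, so these shares describe the sorted and filtered cells. The intervals cover counting error only.

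The first question was whether transcripts of the p21 locus (Cdkn1a, ENSMUSG00000023067, mm10 chromosome 17, 29090976 to 29100727) were higher in the osteoblast lineage than in stromal cells. Cdkn1a stood at 13.5 ± 1.55 CPM (UMIs of a gene, scaled to an equal total) in the osteoblast lineage and 14.5 ± 2.90 in stromal-like cells (SD, n = 2), and CreERT2 at 141 ± 8.44 and 115 ± 40.3. Whether reads of the knock-in allele, with CreERT2 in the untranslated end of Cdkn1a, were counted as Cdkn1a or as CreERT2 alone was not tested. Neither transcript passed the test. The log2 difference, osteoblast lineage minus stromal-like, was 0.13 ± 0.28 (SE) for Cdkn1a (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.748) and 0.54 ± 0.28 for CreERT2 (adjusted p = 0.166), and CreERT2 differed by 1.00 in replicate 1 and 0.11 in replicate 2. The test scaled the sums by TMM and the CPM means are not so scaled, and for Cdkn1a the means run the other way. The stromal class was not uniform. Stromal cluster 1, led by the chemokines Ccl2, Cxcl1 and Ccl7, held 206 ± 52.2 CPM of CreERT2, against 55.2 ± 13.7 in stromal cluster 0 and 64.8 ± 22.8 in stromal cluster 2 (SD, n = 2). CreERT2 in osteoblast-like cells was above stromal cluster 0 by 1.88 ± 0.33 and above stromal cluster 2 by 1.57 ± 0.33 (edgeR quasi-likelihood adjusted p = 0.000652 and 0.00187), while the difference from stromal cluster 1 was -0.33 ± 0.30 (adjusted p = 0.375). For Cdkn1a the same differences were 0.98 ± 0.30, 0.49 ± 0.30 and -0.30 ± 0.27 (adjusted p = 0.00861, 0.161 and 0.372). Cdkn1a was higher in stromal cluster 1 than in stromal cluster 0 by 1.28 ± 0.29 and CreERT2 by 2.21 ± 0.33 (adjusted p = 0.00288 and 0.000706). Without stromal cluster 1, an alternative chosen after the data were seen, CreERT2 passed the test in the lineage contrast (1.57, adjusted p = 0.000913). It also passed with all genes as clustering features (0.77, adjusted p = 0.0231), at clustering resolution 0.3 (0.80, adjusted p = 0.0410) and with no low-count filter (0.61, adjusted p = 0.000442).

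**Figure D1:**
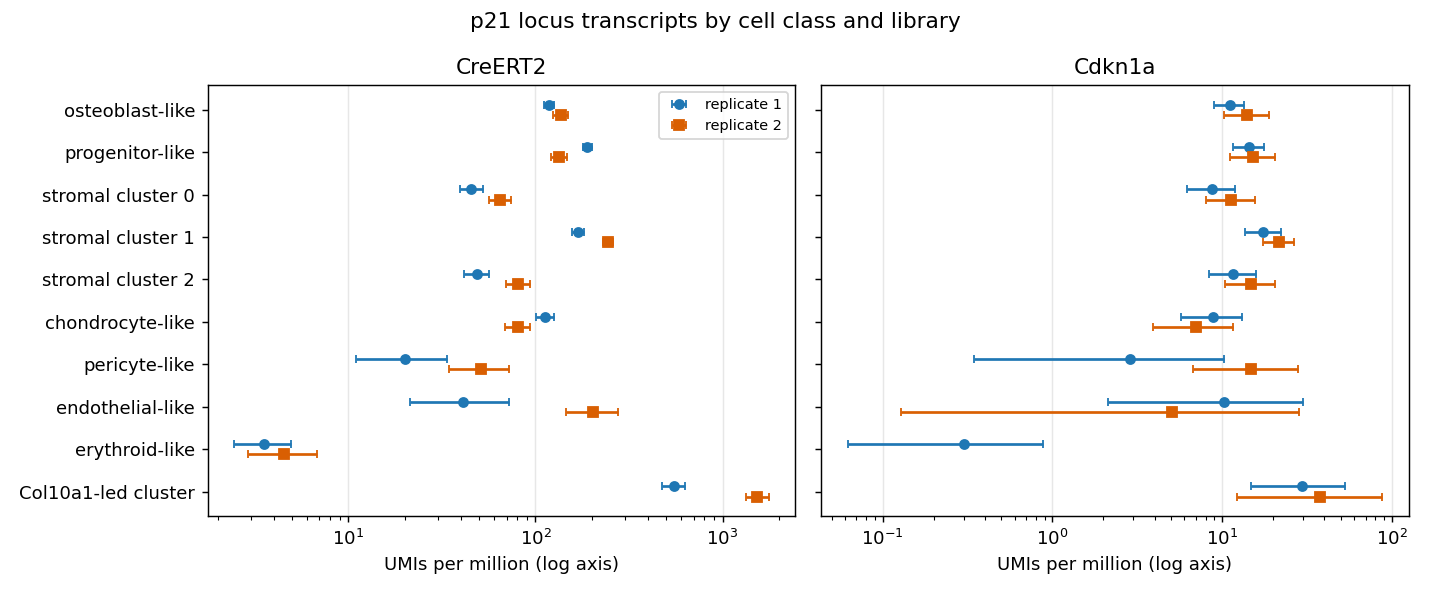
CPM of CreERT2 (left) and Cdkn1a (right) on log axes, by cell class or cluster, with 1 point per library (circle, replicate 1; square, replicate 2) and bars for the exact 95% Poisson interval, which covers counting error only. CreERT2 was lowest in erythroid-like cells (3.52 and 4.54) and highest in the Col10a1-led cluster (551 and 1537), where 1 cell per library held 171 of 204 and 190 of 205 of its UMIs. Erythroid-like cells of replicate 2 had no Cdkn1a UMI and no point.

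The higher share of osteoblast-lineage cells with a Cdkn1a UMI was not kept at equal depth. A Cdkn1a UMI was found in 28.5% (24.4 to 32.9) and 29.5% (23.5 to 36.0) of osteoblast-lineage cells of replicates 1 and 2, at median depths of 32412 and 20885 UMIs, and in 14.1% (11.9 to 16.6) and 18.1% (15.2 to 21.2) of stromal-like cells, at 13005 and 14301 UMIs. After each cell was thinned to 5000 UMIs the shares were 5.08% (3.25 to 7.52) and 5.53% (2.89 to 9.46) against 5.79% (4.33 to 7.57) and 6.73% (4.95 to 8.90). For CreERT2 the thinned shares were 33.8% (29.4 to 38.3) and 34.6% (28.3 to 41.3) in the osteoblast lineage and 25.6% (22.7 to 28.7) and 33.0% (29.5 to 36.7) in stromal-like cells, and the unthinned ones 70.2% and 60.4% against 44.4% and 56.7%. Erythroid-like cells, which served as the background, had a Cdkn1a UMI in 0.472% of 212 cells (0.0119 to 2.60) and in 0 of 133 (up to 2.74%), at 51551 and 39638 UMIs, and a thinned CreERT2 share of 1.42% (0.293 to 4.08) and 2.26% (0.468 to 6.45).

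Outside the genes used for clustering, mitosis genes were higher and immediate early genes lower in the osteoblast lineage than in stromal-like cells (camera adjusted p = 9.03e-14 and 1.96e-12, and adjusted p = 0.296 with an estimated correlation for each). The genes set against each list lacked the most variable ones, which had served for clustering, while the lists kept theirs. Small camera p are thus favoured in this contrast. The largest rises (log2 ± SE) included Timp1, an inhibitor of matrix proteases (5.38 ± 0.23), the mitotic genes Cenpf (4.96 ± 0.50), Hmmr (4.89 ± 0.29), Cenpa (3.89 ± 0.17), Cdc20 (3.6 ± 0.36), Birc5 (3.45 ± 0.27), Ccna2 (3.25 ± 0.28) and Tpx2 (3.21 ± 0.21), the secreted Wnt inhibitor Wif1 (4.44 ± 0.44) and the mitochondrial folate enzyme Mthfd2 (3.26 ± 0.16). The largest falls included Igfbp5, which binds insulin-like growth factors (-3.14 ± 0.33), the CDK inhibitor Cdkn1c (-2.52 ± 0.71), Id4 (-2.42 ± 0.22), Dipk1a (-2.41 ± 0.19), the Notch target Hes1 (-2.38 ± 0.21), the p53 target Btg2 (-2.25 ± 0.19) and the early response genes Ier5 (-2.57 ± 0.18), Socs3 (-2.31 ± 0.15), Nr4a1 (-2.24 ± 0.35) and Dusp1 (-2.22 ± 0.18). These rises and falls were ranked only outside the clustering features, where variable genes remained mainly because their lists had been withheld. All of them but Dipk1a belong to the tested lists, so the ranking adds no separate evidence for those lists. Of the Hedgehog genes, Gli1 (4.07 ± 0.66), the ligand Ihh (4.72 ± 0.80), Gli2 (0.74 ± 0.15) and the receptor Ptch1 (0.48 ± 0.16) were higher (adjusted p = 0.000143, 0.000163, 0.000761 and 0.0223), and Gli3 was at 0.24 ± 0.14 (adjusted p = 0.184). Ihh rested on 31 and 4 UMIs in the osteoblast lineage (1.36 ± 0.987 CPM) and 0 and 1 in stromal-like cells, against 85.2 ± 7.05 CPM in chondrocyte-like cells (SD, n = 2). Gli1 stood at 6.05 ± 2.50 and 0.414 ± 0.0177 CPM in the osteoblast lineage and stromal-like cells (SD, n = 2). Between single clusters, Gli2 in osteoblast-like cells was above stromal clusters 0, 1 and 2 (1.72, 1.40 and 0.53). Unscaled means stood at 86.4 CPM against 41.6, 42.2 and 89.6, so the direction against stromal cluster 2 did not hold without TMM scaling. Gli2 in progenitor-like cells was above stromal cluster 0 (0.74) and missed the threshold against stromal cluster 1 (0.42). It was below stromal cluster 2 (-0.46 ± 0.16, edgeR quasi-likelihood adjusted p = 0.0300). Ptch1 passed only against stromal cluster 0, by 0.87 in osteoblast-like and 1.34 in progenitor-like cells. Mki67, a marker of cycling cells, differed by 2.78 ± 0.19 and tdTomato by -0.59 ± 0.13 (adjusted p = 4.31e-09 and 0.00155), while Trp53 was at 0.06 ± 0.14, Mdm2 at 0.17 ± 0.17 and EGFP at -0.07 ± 0.15 (adjusted p = 0.745, 0.457 and 0.754). Without stromal cluster 1 EGFP was at 0.51 (adjusted p = 0.00972) and Nr4a1 at 0.17 (adjusted p = 0.796). Class markers on the named list served to define the classes: Col1a1 7.71, Sp7 3.93, Sstr2 2.93, Runx2 0.40, Cebpb -2.32 and Cxcl12 -3.11. Sstr2 was carried by progenitor-like cells (28.3 CPM, against 1.13 in osteoblast-like and 1.96 in stromal-like cells). With progenitor-like cells apart it was at -0.28 (edgeR quasi-likelihood adjusted p = 0.676). Of 11814 genes outside the clustering features, 4638 passed an adjusted p of 0.05 in the edgeR quasi-likelihood test, 2677 higher and 1961 lower in the osteoblast lineage.

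Among the gene lists, 24 of 26 mitosis genes were higher in the osteoblast lineage and none lower, and the same was true of 16 of 31 DNA replication genes (Rrm2 2.52, Mcm5 1.67). Of 19 genes of the unfolded protein and integrated stress response, 11 were higher, among them the serine and asparagine synthesis enzymes Psat1 (4.70) and Asns (2.79), and none lower. Of 26 immediate early and dissociation stress genes, 23 were lower (Jun -2.04, Klf6 -1.89) and none higher, and of 14 senescence secretory genes, 8 were lower (Ccl7 -7.10, Ccl2 -6.36) and 3 higher. Adjusted over the list alone, the counts were 24 and 0, 16 and 0, 11 and 1, 0 and 24, and 3 and 8, higher and lower. The camera test gave adjusted p = 9.03e-14, 0.00298, 0.00126, 1.96e-12 and 0.0123 for these 5 lists in turn. None held with an estimated correlation, where the lists gave adjusted p = 0.296, or 0.330 for the unfolded protein list. All 26 immediate early genes were also higher in stromal cluster 1 than in stromal cluster 0, so the stromal class was not uniform for this list. The p53 targets moved in both directions, 13 of 32 higher (Ccng1 1.35, Psrc1 4.22) and 8 lower (Polk -1.56), with adjusted p = 0.891 by camera. The remaining lists missed the threshold by camera: replication stress response (8 higher and 1 lower of 30, adjusted p = 0.146), CDK inhibitors (2 and 1 of 7, 0.589, with Cdkn2a at 3.6), Hedgehog pathway (6 and 2 of 14, 0.292), Wnt targets (6 and 2 of 11, 0.0623, with Tcf7 at 3.69 and Lgr5 at -3.92), BMP and TGF-beta targets (3 and 4 of 11, 0.438) and Notch targets (1 and 4 of 7, 0.0787). Adjusted over the list alone, the p53 targets gave 14 and 8, and the BMP and TGF-beta targets 3 and 5.

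The EGFP reporter was then read as transcript. EGFP UMIs were found in every class, and they were fewer than tdTomato UMIs in every class. EGFP made up 12.2% (11.5 to 13.1) and 16.7% (15.4 to 18.1) of EGFP plus tdTomato UMIs in the osteoblast lineage, 10.2% (9.58 to 10.9) and 10.6% (9.90 to 11.3) in stromal-like cells, and 18.5% (16.3 to 20.9) and 24.8% (21.9 to 27.9) in erythroid-like cells. Among cells with at least 10 reporter UMIs, EGFP exceeded tdTomato in 4 of 271 and 4 of 113 osteoblast-lineage cells (1.48%, 0.404 to 3.74, and 3.54%, 0.973 to 8.82) and in 5 of 345 and 5 of 319 stromal-like cells (1.45%, 0.472 to 3.35, and 1.57%, 0.511 to 3.62). An EGFP UMI was found in 52.5% and 47.5% of osteoblast-lineage cells and in 40.6% and 44.4% of stromal-like cells. Thinned to 5000 UMIs, the shares were 15.9% (12.6 to 19.6) and 20.7% (15.5 to 26.7) against 23.3% (20.5 to 26.3) and 25% (21.7 to 28.4), and erythroid-like cells stood at 7.08% (4.01 to 11.4) and 17.3% (11.3 to 24.8), so the order of the unthinned shares did not hold at equal depth.

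**Figure D2:**
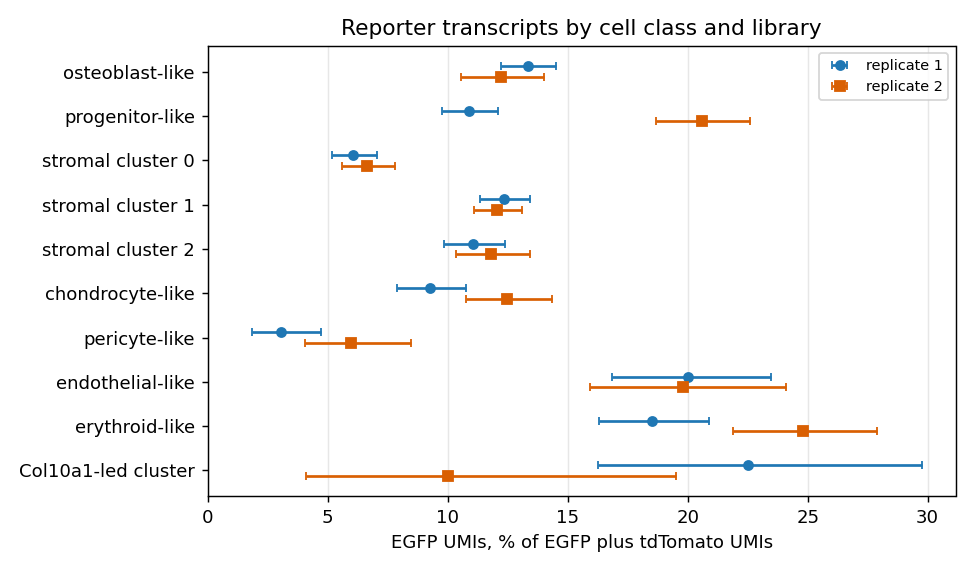
EGFP UMIs as a percentage of EGFP plus tdTomato UMIs (horizontal axis, from 0) by cell class or cluster, with 1 point per library (circle, replicate 1; square, replicate 2) and exact 95% binomial bars for counting error only. Erythroid-like cells (18.5 and 24.8%) lay above stromal-like clusters, and stromal cluster 0 (6.07 and 6.64%) lay below stromal cluster 1 (12.3 and 12.1%).

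In stromal-like cells, p21 locus transcripts rose with Cebpb, a transcription factor of early adipogenesis and of inflammatory responses. Per bin of Cebpb, from cells with 0 UMIs to the highest tercile, Cdkn1a rose by 0.42 ± 0.09 (log2, SE) and CreERT2 by 0.92 ± 0.09, with EGFP at 0.44 ± 0.06 and tdTomato at 0.38 ± 0.04 (edgeR quasi-likelihood adjusted p = 0.00494, 0.000267, 0.000142 and 8.12e-05). The direction held in both libraries for each of these 4 transcripts. The steepest rises were in chemokines, Ccl2 (2.81), Ccl7 (2.64), Cxcl1 (2.62) and Cxcl10 (2.97), and in early response genes such as Nr4a1 (1.68), Zfp36 (1.5) and Atf3 (1.49), while Col8a1 (-0.60), Hmgcll1 (-0.50) and Runx2 (-0.18) fell. All 26 immediate early and dissociation stress genes rose, with a median slope of 1.20 (camera adjusted p = 6.11e-80, and adjusted p = 0.0465 with an estimated correlation). Of 26 p53 targets, 9 rose, led by Btg2 (1.17), Gdf15 (1.98), Plk2 (0.92) and Plk3 (1.00), and 1 fell, with a median slope of 0.08 (camera adjusted p = 4.60e-05, and adjusted p = 0.0465 with an estimated correlation), and Trp53 (0.23) and Mdm2 (0.19) rose as well. Adjusted over the list alone, 9 rose and 2 fell. Of 10 adipogenic genes, 4 rose, with Cebpd at 0.57, and 1 fell, Pparg, the main regulator of fat cell formation, at -0.31 (camera adjusted p = 0.0246, and adjusted p = 0.380 with an estimated correlation). Senescence secretory genes (8 of 12), BMP and TGF-beta targets (7 of 11) and unfolded protein genes (7 of 16) also rose, with none falling (camera adjusted p = 6.05e-08, 6.05e-08 and 0.000114, and adjusted p = 0.0781 with an estimated correlation for each). Across cells, Pearson's r between CreERT2 and Cebpb was 0.418 and 0.518 in replicates 1 and 2 (Spearman's rho 0.366 and 0.466), and between Cdkn1a and Cebpb 0.140 and 0.108 (0.137 and 0.106), and cells are not replicates. Among 1000 genes matched on mean level, these r lay at percentiles 99.5 and 99.3 for CreERT2 and 98.4 and 96.5 for Cdkn1a. In all, 2980 of 12330 genes changed along Cebpb, 1674 rising. Without stromal cluster 1 the Cdkn1a slope was 0.04 (adjusted p = 0.903), the CreERT2 slope was 0.34 (adjusted p = 0.000968) and 361 genes changed.

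**Figure D3:**
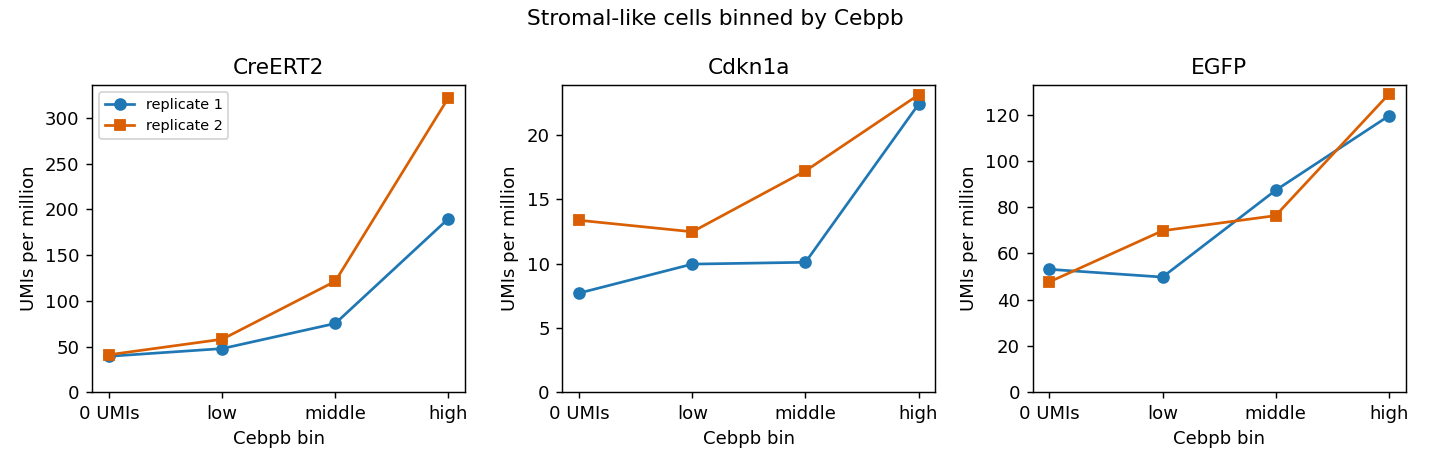
CPM of CreERT2, Cdkn1a and EGFP (vertical axes, from 0) in stromal-like cells binned by Cebpb (horizontal axis: cells with 0 UMIs, then low, middle and high terciles of the rest), with 1 line per library (circle, replicate 1; square, replicate 2) and no error bars. All 3 transcripts were highest in the high bin of both libraries.

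In the osteoblast lineage, p21 locus transcripts showed no slope along Col1a1 that passed the test, although the bins separated mature osteoblasts as intended. Per bin of Col1a1, Ifitm5 (4.71), Bglap (3.75) and Bglap2 (3.29), genes of bone-forming cells, rose, while Cxcl12 (-2.29), Adipoq (-2.52) and Cebpb (-0.62), genes of stromal cells, fell, as did Trp53 (-0.24). Cdkn1a had a slope of 0.22 ± 0.11 and CreERT2 one of -0.12 ± 0.14 (edgeR quasi-likelihood adjusted p = 0.169 and 0.531). The CreERT2 slope was -0.32 in replicate 1 and 0.14 in replicate 2. The lowest bin held only 13 and 19 cells, and without it the CreERT2 slope was 0.07 (adjusted p = 0.711). Pearson's r across cells was 0.0261 and 0.0846 for Cdkn1a and 0.144 and 0.187 for CreERT2 (Spearman's rho 0.134, 0.216, 0.257 and 0.261). Among 1000 genes matched on mean level, these r lay at percentiles 82.0 and 86.4 for Cdkn1a and 75.1 and 83.7 for CreERT2. Osteoblast late genes (7 of 11 rising, camera adjusted p = 2.37e-13, and adjusted p = 0.251 with an estimated correlation) and Notch targets (2 of 6 falling, camera adjusted p = 0.00798, and adjusted p = 0.417 with an estimated correlation) moved, and osteoblast early genes (5 of 10 rising) did not pass as a set (camera adjusted p = 0.125). The edgeR test called 3375 of 11824 genes, 1889 rising.

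Gli2, a transcription factor of Hedgehog signalling, was followed along Col1a1 and along Runx2, the osteoblast regulator, since the study made these comparisons in other mice. Its slope was 0.20 ± 0.12 along Col1a1 and 0.51 ± 0.18 along Runx2 (edgeR quasi-likelihood adjusted p = 0.222 and 0.109), at 0.44 and 0.02 in replicates 1 and 2 along Col1a1 and 0.44 and 0.53 along Runx2. With 2 bins split at the median the slope along Col1a1 was 0.52 (adjusted p = 0.0132), and with DESeq2 the slope along Runx2 was 0.61 (adjusted p = 0.0198). Between clusters, Gli2 was higher in osteoblast-like than in progenitor-like cells by 0.98 ± 0.16 (edgeR quasi-likelihood adjusted p = 4.61e-05). Unscaled means lay closer, at 86.4 ± 12.2 and 67.3 ± 8.03 CPM (SD, n = 2), so part of this difference comes from the TMM scaling. The study placed its highest Gli2 in Gli1-high progenitors. Here Gli1 differed between these clusters by -0.02 ± 0.52 and Sstr2 by -3.98 ± 0.45 (adjusted p = 0.989 and 4.06e-07). The progenitor-like cluster was thus set apart from osteoblast-like cells by Sstr2, while the SE of Gli1 leaves a difference in either direction possible. Unscaled Gli1 stood at 7.65 ± 2.02 CPM in progenitor-like and 4.73 ± 3.13 in osteoblast-like cells (SD, n = 2). Pearson's r of Gli2 across cells was 0.0889 and 0.0402 with Col1a1 (Spearman's rho 0.148 and 0.133) and 0.215 and 0.292 with Runx2 (0.140 and 0.211). Among 1000 genes matched on mean level, these r lay at percentiles 73.9 and 71.5 with Col1a1 and 73.2 and 88.6 with Runx2. Along Runx2, Plxna2 (1.70), Slit2 (1.5), Ptch1 (1.01) and Gli3 (0.45) rose, and Scn7a (-4.61) and Gdf15 (-1.92) fell. Of 26 mitosis genes 10 fell (camera adjusted p = 1.00e-19, and adjusted p = 0.224 with an estimated correlation). The edgeR test called 1061 of 11765 genes, 744 rising, against 3995 without the bin of cells with 0 Runx2 UMIs (14 and 12 cells).

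Cycling cells were far more common in the osteoblast lineage than in stromal-like cells. At least 3 UMIs over the mitosis list, in cells thinned to 5000 UMIs, were found in 69 of 453 (15.2%, 12 to 18.9) and 29 of 217 (13.4%, 9.14 to 18.6) osteoblast-lineage cells, and in 1.16% (0.557 to 2.12) and 0.747% (0.243 to 1.74) of stromal-like cells. The mean log2 odds ratio was 4.06, and its size, though not its direction, depended strongly on how cycling was called. With 2 pairs of libraries the smallest p of an exact two-sided test is 0.5. Progenitor-like cells stood at 18.6% and 16.3%, osteoblast-like cells at 10.8% and 6.25%, and every erythroid-like cell counted as cycling. The unthinned share with an Mki67 UMI was 24.9% (21 to 29.2) and 17.5% (12.7 to 23.2) in the osteoblast lineage and 5.68% and 5.08% in stromal-like cells. It was 0 of 20 and 0 of 6 cells (up to 16.8% and 45.9%) in the Col10a1-led cluster, at median depths of 17005 and 18088 UMIs.

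Within the osteoblast lineage, cycling cells had lower transcripts of the osteoblast genes Bglap and Col1a1, CreERT2 showed no difference that passed the test, and Cdkn1a was too sparse to be tested. Besides the mitotic genes that define them, they had lower Bglap (-4.16 ± 0.19), Bglap2 (-3.13 ± 0.19), Col1a1 (-0.89 ± 0.07), Col10a1 (-6.96 ± 0.54), Ptch1 (-1.48 ± 0.29), Runx2 (-0.60 ± 0.12), Cxcl12 (-0.51 ± 0.11), Dusp1 (-2.54 ± 0.37) and Atf3 (-2.15 ± 0.41). Col10a1, carried by 10.3% ± 1.60 of osteoblast-lineage cells (SD, n = 2), was at 0.55 when cycling was called from 1 Mki67 UMI (adjusted p = 0.961). Cycling cells were also more common among progenitor-like than osteoblast-like cells, and this contrast did not separate the 2 clusters. Cdkn1a had 2 and 5 thinned UMIs in cycling and 25 and 8 in other cells. This corresponds to 5.80 (0.702 to 20.9) and 34.5 (11.2 to 80.5) against 13 (8.43 to 19.2) and 8.51 (3.67 to 16.8) CPM, a mean log2 ratio of 0.42 with opposite signs in the libraries. Without thinning, 23.2% and 31.0% of cycling cells had a Cdkn1a UMI, against 29.4% and 29.3% of other cells. CreERT2 differed by -0.04 ± 0.24 (edgeR quasi-likelihood adjusted p = 0.952). Of 16 replication stress genes 5 were higher, among them H2afx (2.72) and Clspn (3.77), and none lower (camera adjusted p = 1.86e-06, and adjusted p = 0.239 with an estimated correlation), while the p53 targets had 1 higher, Phlda3 (1.00), and 1 lower, Btg2 (-1.16), of 18 (camera adjusted p = 0.321). Of 11 osteoblast late genes 6 were lower and of 24 immediate early genes 12 were lower and 1 higher (camera adjusted p = 1.61e-16 and 1.19e-08, and adjusted p = 0.239 with an estimated correlation for each). The edgeR test called 718 of 8074 genes, 381 higher, and 231 without the library block.

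Cells in which a p21 locus transcript was detected were then set against the other cells of their class, all thinned to 5000 UMIs. Osteoblast-lineage cells with CreERT2 carried more transcripts of late osteoblast genes, with 6 of 11 higher (Mepe 2.60, Dmp1 1.38, Spp1 1.32), and of Ier3 (2.26), Sgk1 (2.20) and Cebpb (1.30), and fewer of Rspo2 (-2.58), Lbp (-2.84), Negr1 (-2.06) and Cxcl12 (-1.74). Thinned CreERT2 detection was 45.0% ± 11.5 in osteoblast-like and 29.1% ± 3.25 in progenitor-like cells (SD, n = 2), so this split also sorted cells by cluster. These clusters held 19.6 ± 5.54 and 3221 ± 1124 CPM of Cxcl12. Sgk1 was at -0.78 (adjusted p = 0.799) with over 500 genes and no UMI limits. The late osteoblast list gave a camera adjusted p = 2.90e-12, and adjusted p = 0.182 with an estimated correlation. In the same split 7 of 26 immediate early genes and 1 of 25 p53 targets were higher and none lower (camera adjusted p = 3.33e-16 and 0.00181, and adjusted p = 0.192 with an estimated correlation for each). So were 2 of 17 unfolded protein genes (camera adjusted p = 9.89e-07, and adjusted p = 0.206 with an estimated correlation). Of 13 senescence secretory genes 3 were higher and 1 lower (camera adjusted p = 0.00595, and adjusted p = 0.192 with an estimated correlation). Stromal-like cells with CreERT2 carried more Ccl2 (2.34), Cxcl1 (1.95), Nr4a1 (1.86), Cebpb (1.75), Sgk1 (1.57) and Cdkn1a (1.66 ± 0.32), and 24 of 26 immediate early genes were higher (camera adjusted p = 2.17e-89, and adjusted p = 0.0476 with an estimated correlation). Senescence secretory genes (5 of 13), BMP and TGF-beta targets (6 of 11) and p53 targets (4 of 25) were also higher there and none lower (camera adjusted p = 1.38e-15, 4.25e-12 and 0.00190, and adjusted p = 0.0476, 0.0985 and 0.114 with an estimated correlation). With edgeR's quasi-likelihood test 85 genes were higher and 208 lower of 10439 in the osteoblast lineage, and 291 were higher and 13 lower in stromal-like cells. Without the library block 121 genes passed in the osteoblast lineage and 129 in stromal-like cells, and without stromal cluster 1 only 2 passed in stromal-like cells. Of the genes named above for stromal-like cells, Ccl2 (-0.38) and Sgk1 (-0.06) then changed sign.

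Splits by Cdkn1a or EGFP called fewer genes. Cdkn1a was detected in 23 and 12 osteoblast-lineage cells and in 50 and 45 stromal-like cells. In the osteoblast lineage Eya4 was higher (1.42 ± 0.29) and Cxcl12 lower (-1.69 ± 0.27) in Cdkn1a-detected cells, of 9289 genes tested, and in stromal-like cells 7 genes were higher and none lower, among them Lsmem1 (1.12), the heat shock gene Hspa1a (1.13), Simc1 (1.32) and Abtb2 (1.05). With no thinning Eya4 in the osteoblast lineage was at -0.15 (edgeR adjusted p = 0.684). Without stromal cluster 1 Lsmem1 was at -6.75 and Hspa1a at -1.64 in stromal-like cells (adjusted p = 0.95 and 0.998). Of 24 immediate early genes 1 was higher in Cdkn1a-detected stromal-like cells and none lower (camera adjusted p = 8.79e-14, and adjusted p = 0.587 with an estimated correlation). BMP and TGF-beta targets had a median of -0.67 in the osteoblast lineage and 0.44 in stromal-like cells, with 0 of 11 past the threshold in either (camera adjusted p = 0.000517 and 0.0124, and adjusted p = 0.819 and 0.587 with an estimated correlation). DESeq2 called 0 genes in stromal-like cells, and without the library block edgeR called 1 gene in the osteoblast lineage and 0 in stromal-like cells. On simulated counts of the size of the osteoblast-lineage split, edgeR recovered 9% of genes changed 2-fold and 46% of genes changed 4-fold. The difference itself differed between the classes for 0 genes by edgeR, with 524 at an unadjusted p under 0.05, and for 0 genes by DESeq2, and no simulation was made of this test. EGFP-detected cells had higher immediate early genes in both classes, 7 of 25 in the osteoblast lineage (Jun 1.28, Fos 1.14) and 11 of 25 in stromal-like cells (Jun 1.20, Egr1 1.19), with camera adjusted p = 1.18e-34 and 7.41e-48, and adjusted p = 0.164 and 0.116 with an estimated correlation. EGFP splits called 18 genes in the osteoblast lineage and 70 in stromal-like cells.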

Values the study reported

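In the juvenile metaphysis, the study reported that 47.4 ± 7.2 % of cells with membrane GFP from the p21 reporter also stained for OSX, the osteoblast protein encoded by Sp7. In a separate Osx reporter, it gave 34.4 ± 5.9 % of GFP-labelled metaphyseal cells as positive for p21 protein. γH2AX, a sign of the DNA damage response, was counted in 10.6 ± 1.6 % of p21-positive cells. These values come from stained sections and not from single-cell transcripts. From single cells of p21 reporter mice, the study also reported p21 as markedly higher in osteoblasts than in stromal cells. It described p21 as falling with Col1a1 in osteoblasts, rising with Cebpb in stromal cells and often present in Mki67-positive osteoblasts. With the rebuilt clusters and main settings here, only the rise with Cebpb passed its test. Pearson's r with Col1a1 lay above 0 in each library.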

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

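The tests of handling stress along Cebpb, of depth, free RNA and intact tdTomato alleles for EGFP, and of doublets and single cells in the Col10a1-led cluster were chosen after the results were seen, as were the use of the spread in reading the p53 test along Cebpb and the reading of the stress and p53 tests of the Col10a1-led cluster in single cells. The other tests were written down before their results. No biological explanation was tested between groups, since the series held 1 group.

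The rise of p21 locus transcripts with Cebpb in stromal-like cells was weighed against handling stress, p53 activity and adipogenic differentiation. Within 3 equal groups of cells matched on the immediate early list, the CreERT2 slope per doubling of Cebpb was 0.210 ± 0.0449 (SE), against 0.427 ± 0.0496 over all cells, a share of 0.493 with an SE of 0.105, so stress may account for part of the slope and neither bound set for the test (0.5 and 0.8) was passed beyond the SE. The 25 p53 targets other than Cdkn1a had a median slope of 0.0653 with an SE of 0.134, below the bound of 0.1 but not by more than that SE, while these 25 as a set rose with a camera adjusted p = 0.000102, and adjusted p = 0.0465 with an estimated correlation. The 13 adipogenic and stromal genes had a median slope of 0.178 with an SE of 0.0889, with Adipoq at 0.12, Lpl at 0.09 and Lepr at -0.01. These 3 explanations cannot be told apart with these libraries, because Cebpb, early response genes and CreERT2 ran together. Stromal cluster 1, with 30.8% and 38.6% of stromal-like cells in replicates 1 and 2, held 69.3% and 79.8% of the high Cebpb bin, 76.4% and 79.8% of the highest tercile of early response genes and 53.1% and 63.2% of the highest tercile of CreERT2. Without it the CreERT2 slope was 0.34 per bin (adjusted p = 0.000968).

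EGFP transcripts appeared in cells of every class, and erythroid-like cells, which had 18.5% and 24.8% of their reporter UMIs from EGFP in replicates 1 and 2, were singled out because they served only as background. Free RNA argues poorly for this, since EGFP in erythroid-like cells stood at 27.5 CPM, 59.0 times the 0.467 that the highest leak of 6 stromal and osteoblast genes would give. The EGFP share in erythroid-like cells, nearly free of CreERT2, was 1.497 times that of the osteoblast lineage. Of 1114 cells with at least 10 reporter UMIs, 1.71% held more EGFP than tdTomato, so EGFP UMIs may come in part from alleles that had not recombined. The share was not the same everywhere, at 3.05% and 5.98% in pericyte-like cells and 6.07% and 6.64% in stromal cluster 0. How large that part is stays open, since CreERT2 at collection cannot show whether an erythroid-like cell had recombined earlier. Depth fits the larger unthinned share in the osteoblast lineage, since the difference from stromal-like cells turned from 12 and 3.07 percentage points to -7.40 and -4.23 after thinning, a mean of -5.81. Whether EGFP reads reflect transcription past tdTomato or misassigned sequence was not tested.

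CreERT2 was highest in the Col10a1-led cluster, which no comparison used, at 551 and 1537 CPM in 20 and 6 cells. A single cell per library fits this level, since 1 cell held 171 of 204 CreERT2 UMIs in replicate 1 and 1 held 190 of 205 in replicate 2, a mean of 88.3%, and the other cells stood at 99.9 and 176 CPM, below stromal cluster 1 at 169 and 243. Doublets of chondrocytes and osteoblasts argue poorly for it, since Col1a1 in the cluster was 0.0713% of its level in osteoblast-like cells and at most 0.0743% in the cells with most CreERT2, with 2 and 1 Col1a1 UMIs. These cells held 40305 and 48224 UMIs, against medians of 17105.5 in the cluster, 48388 in osteoblast-like and 63656.5 in chondrocyte-like cells, and had doublet scores of 0.0559 and 0.0913, against a median of 0.0357 in all kept cells. Doublets with other cell types were not tested. Handling stress above that of stromal cluster 1 argues poorly for it too. The stress genes of the cluster lay at a median log2 ratio of -3.88 to stromal cluster 1 with an SE of 0.554 over 26 genes. Those of the cells with most CreERT2 lay at -3.72 and -2.88 in replicates 1 and 2 with an SE of 0.824 and 0.873, although 11 and 6 of the genes had no UMI there. In these 2 cells together the median was -1.59 with an SE of 0.904. Stromal cluster 1 was itself rich in stress genes, and against stromal cluster 0 the Col10a1-led cluster lay at a median of -0.06, so lesser stress was not excluded. The p53 explanation stays open. The 28 p53 targets of the cluster other than Cdkn1a lay at a median of -0.42 to chondrocyte-like cells with an SE of 0.454, past the bound of 0.5 written beforehand, but the cluster sums were the wrong measure, because the cells with most CreERT2 gave only 10.9% and 36.2% of their UMIs in replicates 1 and 2. In the 2 cells with most CreERT2 the median was 0.45 with an SE of 0.686, and Mdm2, a p53 target, had 104 and 119 UMIs and Cdkn1a 9 and 5.

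The difference between CreERT2-detected and other cells itself differed between the osteoblast lineage and stromal-like cells for 79 genes by edgeR's interaction test (adjusted p under 0.05), 2 higher and 77 lower in the osteoblast lineage, and for 89 by DESeq2. The count was 1 with over 500 genes and no UMI limits, 7 without the library block, 9 at clustering resolution 0.3 and 158 with no low-count filter. CreERT2 detection also sorted cells by cluster in each class, so the interaction did not separate detection from the mix of clusters. Mean thinned shares were 45.0% in osteoblast-like and 29.1% in progenitor-like cells, and 18.8%, 49.1% and 18.7% in stromal clusters 0, 1 and 2. For EGFP detection the same edgeR test called 0 genes, with 461 at an unadjusted p under 0.05.

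Barcodes above the limit of 75000 UMIs, 637 in replicate 1 and 491 in replicate 2, were outside every comparison. Klf1, an erythroid transcription factor, had at least 10 UMIs in 97.3% (95.8 to 98.4) and 94.9% (92.6 to 96.7) of them, and their CreERT2 level was 3.38 and 6.15 CPM. Endothelial-like cells, 25 and 14, were present although the sort excluded CD31.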

How the results depend on the processing

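The alternatives that left out the Ccl2-led stromal cluster (stromal cluster 1), took in the Col10a1-led cluster, left out the bin of cells with 0 UMIs or summed unthinned UMIs were chosen after the data were seen. Of the values that answer a comparison, 278 under an alternative kept their direction and side of the threshold or, where no test was possible, moved by less than the spread between libraries, 51 moved further, 7 newly passed the threshold, 1 no longer passed it and 6 others, all tested, changed sign. The untested Cdkn1a value in cycling cells is among the 278 and went from 0.42 to -0.0278 under 10% mitochondrial UMIs, -0.596 from 5 mitosis UMIs, -0.00452 from 1 Mki67 UMI and -0.21 in unthinned sums. Of the values of named genes, 2762 kept direction and side or moved little, 79 moved, 318 no longer passed, 3 newly passed and 17 changed sign. Where no cause is named, the cause was not tested. DESeq2 gave no list test, detection from 2 UMIs left too few cells for Cdkn1a, and leaving out a library gave values with no test and no counts.

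With over 500 genes and no UMI limits, the mean osteoblast-lineage share was 15.96%, CreERT2 was 0.33 along Col1a1 and 0.30 in cycling cells, 1670 genes changed along Runx2, Cdkn1a and CreERT2 detection in the osteoblast lineage gave 0 and 56 genes, the CreERT2 interaction 1, and with CreERT2 detection there Sgk1 was at -0.78 and Ddit4l at -0.18. Under 10% mitochondrial UMIs, 649 genes changed along Runx2, CreERT2 in cycling cells was at 0.0135, Cdkn1a detection in stromal-like cells gave 0 genes and the CreERT2 interaction 145. With no doublets removed, Cdkn1a detection gave 4 genes in the osteoblast lineage.

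With all genes as clustering features, CreERT2 in the lineage contrast was 0.77 (adjusted p = 0.0231), with 1881 genes along Runx2 and 360 in cycling cells. Without integration CreERT2 in cycling cells was at 0.0204. At resolution 0.3, CreERT2 in the lineage contrast was 0.80 (adjusted p = 0.0410), with 1796 genes along Runx2, 179 with CreERT2 detection in the osteoblast lineage and 9 in its interaction. At resolution 1.0, Cdkn1a detection gave 4 genes in the osteoblast lineage and the CreERT2 interaction 126. With progenitor-like cells apart, Trp53 was at -0.18 and Sstr2 at -0.28.

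DESeq2 gave Gli2 0.61 along Runx2 (adjusted p = 0.0198), 2238 genes there, 152 in cycling cells, and 0 and 102 with Cdkn1a and CreERT2 detection in stromal-like cells. Its size factors gave 11 with Cdkn1a detection there. With no low-count filter, CreERT2 in the lineage contrast was 0.61 (adjusted p = 0.000442), EGFP was at 0.00592, Cdkn1a detection gave 14 genes in the osteoblast lineage and 11 in stromal-like cells, and the interactions 2 for Cdkn1a and 158 for CreERT2. With no replicate block, 231 genes passed in cycling cells, 1 and 0 with Cdkn1a detection in the osteoblast lineage and stromal-like cells, 121 and 129 with CreERT2 detection, and 7 in its interaction, and no other value that answers a comparison changed its call.

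With 2 bins at the median, CreERT2 was 0.10 and Gli2 0.52 along Col1a1 (adjusted p = 0.0132 for Gli2), with 5141 genes along Col1a1 and 4371 along Runx2. The log2 odds of cycling were 2.52 from 2 mitosis UMIs, with 337 genes in cycling cells, 6.53 from 5, and 2.22 from 1 Mki67 UMI unthinned, where Col10a1 was at 0.55. From 2 UMIs, Fabp5 with CreERT2 detection in the osteoblast lineage was at -0.92. With no thinning, deeper cells count as detected more often, and Cdkn1a detection gave 238 genes in the osteoblast lineage, 1 in stromal-like cells and 48 in the interaction, CreERT2 detection 4857, 481 and 2881, and Eya4 was at -0.15.

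Without the Ccl2-led cluster, CreERT2 in the lineage contrast was 1.57 (adjusted p = 0.000913), EGFP 0.51 and Nr4a1 0.17. The Cdkn1a slope along Cebpb was 0.0403 (adjusted p = 0.903) with 361 genes, the Cdkn1a interaction gave 3 genes, and detection in stromal-like cells 4 for Cdkn1a and 2 for CreERT2, with Hspa1a at -1.64 and Lsmem1 at -6.75 for Cdkn1a, and Ccl2 at -0.38, Rrad at -0.0632, Myc at -0.0711 and Sgk1 at -0.0623 for CreERT2. With the Col10a1-led cluster, whose CreERT2 came mostly from 1 cell per library, CreERT2 in the lineage contrast was 0.74 (adjusted p = 0.0484), with 1955 genes along Runx2. Unthinned sums gave 1619 genes in cycling cells. Without the zero bin, CreERT2 along Col1a1 was 0.0736, and Cadm2 was 0.31 with 3995 genes along Runx2.

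Leaving out each library in turn normalised the remaining one anew, so its values differ slightly from the library values of the joint fit. Cdkn1a and CreERT2 ranged from 0.02 to 0.28 and 0.11 to 1.04 in the lineage contrast, 0.20 to 0.28 and -0.32 to 0.14 along Col1a1, 0.32 to 0.50 and 0.77 to 1.03 along Cebpb, and -1.15 to 1.65 and -0.20 to -0.06 in cycling cells. Gli2 ranged from 0.02 to 0.44 along Col1a1 and 0.44 to 0.53 along Runx2, and the log2 odds of cycling from 3.88 to 4.24.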

Other observations

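Comparisons between single clusters were chosen after the clusters were seen. Their list tests also used only genes outside the clustering features as the comparison set, which favours small camera p. Within the osteoblast lineage, osteoblast-like cells had lower Notch target genes than progenitor-like cells, with 7 of 7 lower (camera adjusted p = 4.64e-07, and adjusted p = 0.0926 with an estimated correlation). Mitosis genes (13 of 26 lower, none higher) and senescence secretory genes (7 of 15 lower, 2 higher) were lower as well (camera adjusted p = 0.000514 and 0.00141, and adjusted p = 0.658 and 0.110 with an estimated correlation). CreERT2 differed between these clusters by 0.22 ± 0.31 (SE) and Cdkn1a by 0.34 ± 0.28 (edgeR quasi-likelihood with TMM scaling, adjusted p = 0.607 and 0.360), and neither direction holds in unscaled means, 127 and 162 CPM of CreERT2 and 12.6 and 14.8 CPM of Cdkn1a in osteoblast-like and progenitor-like cells.

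Within stromal-like cells, all 26 immediate early genes and 8 of 11 BMP and TGF-beta targets were higher in stromal cluster 1 than in stromal cluster 0 and none lower (camera adjusted p = 1.38e-57 and 3.32e-07, and adjusted p = 0.00481 and 0.0126 with an estimated correlation). EGFP was higher there by 2.01 ± 0.24 and tdTomato by 0.96 ± 0.13 (edgeR quasi-likelihood adjusted p = 1.74e-05 and 8.88e-06). Of 32 p53 targets 11 were higher and none lower (camera adjusted p = 0.105).

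Reporter transcripts ranked the classes differently from the p21 locus. Endothelial-like cells had the highest EGFP level, 401 and 390 CPM in 25 and 14 cells, with CreERT2 at 41.1 and 203 CPM.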
